# Skimmed Bovine Milk-Derived Extracellular Vesicles Isolated *via* “Salting-Out”: Characterizations and Potential Functions as Nanocarriers

**DOI:** 10.3389/fnut.2021.769223

**Published:** 2021-10-28

**Authors:** Xiao-Hui Tan, Dong Fang, Yong-De Xu, Tie-Gui Nan, Wen-Peng Song, Yang-Yang Gu, Sheng-Ji Gu, Yi-Ming Yuan, Zhong-Cheng Xin, Li-Qun Zhou, Rui-Li Guan, Xue-Song Li

**Keywords:** ammonium sulfate, extracellular vesicles, milk, proteome, RNA-seq, drug delivery systems

## Abstract

Bovine milk-derived extracellular vesicles (BM-EVs) are recognized as promising nanoscale delivery vectors owing to their large availability. However, few isolation methods can achieve high purity and yield simultaneously. Therefore, we developed a novel and cost-effective procedure to separate BM-EVs *via* “salting-out.” First, BM-EVs were isolated from skimmed milk using ammonium sulfate. The majority of BM-EVs were precipitated between 30 and 40% saturation and 34% had a relatively augmented purity. The separated BM-EVs showed a spherical shape with a diameter of 60–150 nm and expressed the marker proteins CD63, TSG101, and Hsp70. The purity and yield were comparable to the BM-EVs isolated *via* ultracentrifugation while ExoQuick failed to separate a relatively pure fraction of BM-EVs. The uptake of BM-EVs into endothelial cells was dose- and time-dependent without significant cytotoxicity. The levels of endothelial nitric oxide syntheses were regulated by BM-EVs loaded with icariside II and miRNA-155-5p, suggesting their functions as delivery vehicles. These findings have demonstrated that it is an efficient procedure to isolate BM-EVs *via* “salting-out,” holding great promise toward therapeutic applications.

## Introduction

Extracellular vesicles (EVs) are a heterogeneous group of phospholipid bilayer membrane-enclosed nanoscale particles released by various cells (1, 2). They exist in biological fluids and carry important information originating from their parent cells, which play a key and unique role in cell-cell communications. Over the past years, many biological involvements of EVs in physiological and pathological states have been established or postulated (3–5). Given the functional capabilities to transfer diverse cargo, EVs have attracted increasing interest as therapeutic agents for clinical applications such as drug delivery, immunotherapy, and cellular reprogramming (2, 6, 7). To date, several drug delivery systems have been developed and approved for clinical use, while some of them are also limited due to cytotoxicity, inefficiency, and immunogenicity (8). EVs have distinct advantages as effective vectors for delivery of drugs and functional RNAs: vast and natural sources, nano-sized dimension, protection of the cargo within a lipid bilayer, a membrane platform with ligands. However, the production of EVs from the conditioned medium is relatively cumbersome and low-yield. Food-derived EVs are considered as alternative candidates for large-scale production of EVs as they are more available and cost-effective than cell medium (9, 10). Bovine milk-derived extracellular vesicles (BM-EVs) have demonstrated biocompatibility and may serve as novel drug delivery carriers with less cytotoxic effects and immunogenic profiles (11–13). It has been thought that BM-EVs mediate immune regulation and possess anti-inflammatory properties (14). More importantly, EVs can protect the cargo from acids and enzymes in the gastrointestinal tract, meaning that oral administration is reasonably practicable (14, 15).

The ideal method to isolate EVs from other possible contaminants is required to have a high yield, purity, and scalability. Currently, commonly used techniques of EVs isolation have their own advantages and disadvantages, including ultracentrifugation and size-exclusion chromatography (SEC) (2, 16). For example, density gradient ultracentrifugation separates and concentrates EVs from other constituents based on their density, but isolates similarly sized particles with low production. Isolation kits based on the polyethylene glycol volume exclusion precipitation have been developed in recent years, yet EVs are usually contaminated with off-target protein aggregates. Salting out refers to the reduced solubility of certain molecules in a solution of high ionic strength, normally used to precipitate large biomolecules. Brownlee et al. (17) demonstrated that tumor-derived exosomes were precipitated with 0.1 M acetate and pH 4.75, and re-solubilized in acetate-free buffer at neutral pH. Ammonium sulfate is an inorganic salt with high solubility, frequently used for precipitation of the desired proteins owing to two ions that are early members of the Hofmeister series (18). Consequently, we developed a novel procedure to separate BM-EVs using ammonium sulfate. Characterizations, cellular uptake, and functional cargo delivery of the BM-EVs were investigated to indicate the feasibility of this isolation strategy.

## Materials and Methods

### Pre-treatment of Milk Samples

Skimmed bovine milk (Sanyuan Foods, Beijing, China), pasteurized and produced within 3 days, was preserved below 4°C and commercially available at a local grocery store. Defatted milk was pre-warmed for 10 min at 37°C and then mixed with 6 M hydrochloric acids (HCl) for 5 min to adjust the pH value to 4.6, followed by centrifugation at 5,000 xg for 60 min at 22°C. Casein aggregates along with other debris were discarded and the supernatant (whey, 8 mL) was added with fine-powdered ammonium sulfate to yield a 10–90% final saturation. The desired saturation to separate BM-EVs from whey proteins was determined by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE).

### SDS-PAGE

Whey samples that contained 10–90% ammonium sulfate were kept at 4°C overnight and then centrifuged at 5,000 xg for 60 min at 4°C. The supernatant was collected and pellets were resuspended in phosphate-buffered saline (PBS). After adequate lysis and preparation, protein samples were loaded on a 12% polyacrylamide gel, run at 80 V, 30 min for the stacking gel and 120 V, 120 min for the separation gel, stained with coomassie brilliant blue, and visualized using an image scanner.

### Isolation of BM-EVs

#### Salting-Out

Based on the findings of SDS-PAGE, most milk proteins exist in the 10–50% supernatant solution and the 60–90% precipitation following the salting-out. Therefore, we decided to isolate BM-EVs from corresponding opposite parts. The whey samples of 10–50% ammonium sulfate and those of 60–90% were kept at 4°C for overnight and 60 min, respectively. Afterward, all whey samples were centrifuged at 5,000 xg for 60 min at 4°C. The pellets in samples of 10–50% were fully resuspended in 10 mL of 0.22-μm filtered sterile PBS and the supernatant in samples of 60–90% was simultaneously collected, prior to being filtered successively with 0.45-μm and 0.22-μm membranes. After the filtration, crude EV fractions were washed with PBS and concentrated using centrifugal ultrafiltration devices (Cat. No. MAP100C38; Pall Corp., New York, NY, USA) to obtain enriched and desalted BM-EVs.

#### Ultracentrifugation

The whey samples were filtered with 0.45-μm and 0.22-μm membranes after the removal of caseins and debris. The whey was ultracentrifuged twice at 110,000 xg for 75 min at 4°C (SW32Ti rotor, Beckman Optima L-100 XP ultracentrifuge, Brea, CA, USA). The BM-EVs pellets were resuspended in PBS and the residual precipitates were removed *via* centrifugation at 10,000 g for 5 min at 4°C.

#### Polymer-Based Precipitation

Milk samples (5 mL) were centrifuged at 3,000 xg for 15 min and filtered with 0.45-μm membranes to remove cells and debris. ExoQuick™ solution (Cat. No. EXOTC10A-1; System Biosciences, Palo Alto, CA, USA) was mixed with the supernatant and stored at 4°C overnight. The solution was then centrifuged at 1,500 xg for 30 min at room temperature and the supernatant was discarded. The pellets were further centrifuged at 1,500 xg for 5 min to remove traces of fluid and then resuspended in 600 μL of PBS.

### Characterization of BM-EVs

#### Biochemical Characterization

Protein concentrations of BM-EVs were measured using the bicinchoninic acid protein assay kit (Absin Bioscience, Shanghai, China). Analysis of EVs marker proteins was achieved *via* western blotting, using anti-CD63 (ab193349; Abcam, Cambridge, UK), anti-TSG101 (ab83, Abcam), and anti-Hsp70 (ab2787, Abcam). The presence of common co-isolated non-EV components during preparations was also probed such as Calnexin (ab75801, Abcam).

#### Physicochemical Characterization

Particle size distribution and concentrations of isolated BM-EVs were determined *via* nanoparticle tracking analysis (NTA) using NanoSight NS300 and NTA software, version 3.3 (Malvern Panalytical Ltd., Malvern, UK). The purity represented the ratio of particle number per microgram of protein (19). Transmission electron microscopy (TEM) was performed to observe the morphology of BM-EVs. EV samples were instilled onto a copper grid and then stained with 2% uranyl acetate for 5 min. Images were acquired using a digital camera mounted on a Tecnai G2 Spirit BioTwin microscope (FEI Company, Hillsboro, OR, USA) operating at 80 kV.

#### Small RNA Sequencing

The library preparation was initiated with QIAseq miRNA Library Kit (Qiagen, Hilden, Germany) following the manufacturer's instructions. Mature RNAs were ligated to specially designed adapters on their 3′ and 5′ ends and were later converted to complementary DNA with unique molecular indices using a reverse transcription primer. The complementary DNA was amplified with a universal forward primer and indexing reverse primers. After trimming adapters and filtering out low-quality reads assessed by FastQC (version 0.11.7), sequences were quantified by assigning molecules to transcript annotations and mapped to two reference databases in the following order: miRBase (miRNAs), Rfam (other small RNAs).

#### Proteomics Profiling

According to the filter-aided sample preparation protocol, the proteins of BM-EVs were precipitated with acetone, reduced, alkylated with iodoacetamide, trypsinized, and desalted. Peptide mixtures were analyzed *via* liquid chromatography-mass spectrometry (LC-MS) using Q Exactive Plus (ThermoFisher Scientific, Waltham, MA, USA) coupled to Easy-nLC 1000 (ThermoFisher Scientific). Survey full scans MS spectra at a resolution of 70,000 were acquired across the 350–1600 m/z range in a data-dependent acquisition mode. The peptide identification was performed using Proteome Discoverer software, version 2.4 (ThermoFisher Scientific).

### Cell Culture and Reagents

Human umbilical vein endothelial cells (HUVECs) were obtained from ScienCell Research Laboratories (Carlsbad, CA, USA). HUVECs were maintained in endothelial cell medium (Cat. No. 1001, ScienCell) containing fetal bovine serum (5%; Cat. No. 0025, ScienCell), endothelial cell growth supplement (1%; Cat. No. 1052, ScienCell), and antibiotic solution (1%, penicillin/streptomycin; Cat. No. 0503, ScienCell), which is a sterile and complete liquid medium designed for optimal growth of normal endothelial cells *in vitro*. Cells were incubated in a conventional humidified atmosphere at 37°C and 5% CO_2_/95% air, routinely subcultured *via* trypsinization at 90% confluency and served for later experiments within six passages.

#### Fluorescence Microscopy

For the cellular uptake *in vitro*, BM-EVs were labeled with CM-Dil (Cat. No. C7000, CellTracker^TM^; Invitrogen, Carlsbad, CA, USA) per the manufacturer's instructions. In a 96-well plate, HUVECs were contacted with CM-Dil labeled BM-EVs under indicated conditions. Before the observation by fluorescence microscopy, the cells were washed thrice with PBS and stained with 4',6-diamidino-2-phenylindole (DAPI; Beyotime Biotech, Shanghai, China) in the dark.

#### Mechanisms of Cellular Uptake

To explore the mechanisms of uptake pathway, HUVECs were pre-treated for 30 min with different inhibitors purchased from MedChemExpress (MCE, Shanghai, China) such as chlorpromazine hydrochloride (Cat. No. HY-B0407A, MCE), filipin complex (Cat. No. HY-N6716, MCE), LY294002 (Cat. No. HY-10108, MCE), dynasore (Cat. No. HY-15304, MCE). All inhibitors were dissolved in dimethyl sulfoxide (DMSO). The cells were incubated with CM-Dil labeled BM-EVs (10 μg) for 12 h and observed using a fluorescence microscope as mentioned previously.

#### Cytotoxicity Measurement of BM-EVs

To evaluate the cytotoxicity of BM-EVs, HUVECs were seeded in a 96-well plate format and treated with BM-EVs (up to 160 μg/mL) or inhibitors (chlorpromazine hydrochloride, 10 μM; filipin complex, 1 μM; LY294002, 10 μM; dynasore, 4 μM) for 12 h at 37°C and 5% CO_2_/95% air. The cell viability was measured using a Cell Counting Kit-8 (CCK-8; Keygen Biotech, Nanjing, China), with CCK-8 solution (10 μL/well) added to the cells. After a 2-h incubation at 37°C, absorbance at 450 nm was determined with a microplate reader (ThermoFisher Scientific).

### Drug Encapsulation and Functional Delivery

#### Loading Approaches

Post-loading methods such as direct co-incubation and sonication were investigated. Icariside II (Cat. No. HY-N0011, MCE) was incorporated into isolated BM-EVs. The agent dissolved in ethanol was mixed with BM-EVs suspension in the proportion of 1:9 (w/w) at room temperature, followed by co-incubation at 37°C for 2 h or sonication. Probe sonication was accomplished over ice through 30-sec bursts at 90-sec intervals with an amplitude setting of 20% (VCX 105; Sonics & Materials, Inc., Newtown, CT, USA) and repeated six times. The membrane of BM-EVs was then restored by incubating the ultrasound-treated solution at 37°C for 2 h. Most unbounded drug was removed by low-speed (10,000 xg) centrifugation for 10 min. Next, drug-loaded BM-EVs were recovered by centrifugal ultrafiltration devices (Cat. No. MCP003C46, Pall Corp.) and washed using PBS as the eluent.

#### Ultra Performance Liquid Chromatography

Loading capacity and encapsulation efficiency were calculated based on the amount of total entrapped drug per unit weight of the initially added BM-EVs and drug, respectively. Ultra-performance liquid chromatography (UPLC) was performed using the Acquity UPLC I-Class system (Waters Corp., Milford, MA, USA). The separation was performed at a flow rate of 0.4 mL/min with a gradient liquid phase of acetonitrile (A) and 0.1% formic acid (B). The gradient condition was 0–0.5 min, 25% A; 0.5–4 min, 30% A; 4–7 min, 90% A; 7–9 min 25% A. The total concentration was determined against a standard curve of reference compounds.

#### Measurement of Endothelial Nitric Oxide Synthase

The expression of endothelial nitric oxide synthase (eNOS) was determined *via* western blotting. HUVECs were treated with drug-loaded BM-EVs for 2 days, which were later suspended in lysis buffer and incubated on ice for 30 min. Protein samples were separated using 10% polyacrylamide gel, transferred to a polyvinylidene fluoride membrane, blocked with 5% (w/v) skimmed milk for 1 h at room temperature, and blotted overnight at 4°C with primary antibodies against eNOS (Cat. No. 5880; Cell Signaling Technology, Danvers, MA, USA) and β-actin (ab8226, Abcam). After incubation with secondary antibodies and acquiring images, the band intensity was quantified using ImageJ software (NIH, Bethesda, MD, USA).

#### Determination of Intracellular Nitric Oxide

HUVECs were seeded in a 96-well plate and treated with PBS, BM-EVs, free drug, and drug-loaded BM-EVs for 24 h. Intracellular nitric oxide (NO) content was detected by the probe 3-Amino,4-aminomethyl-2',7'-difluorescein, diacetate (DAF-FM DA; Beyotime Biotech) according to the manufacturer's protocol.

### Loading of Nucleic Acid Cargo Into BM-EVs

#### Chemical Transfection

Exogenous siRNA/miRNA was incorporated into BM-EVs using the Exo-Fect^TM^ (Cat. No. EXFT200A-1; System Biosciences). The Exo-Fect was initially added with Cy3-labeled transfection control or siRNA/miRNA and then incubated with BM-EVs (150–300 μg in 100 μL) in the dark.

#### Packaging siRNA Into BM-EVs

For the knockdown of gene expression of glyceraldehyde 3-phosphate dehydrogenase (GAPDH), HUVECs were seeded in 6-well plates the day before and treated with PBS or BM-EVs samples for 48 h. The sense sequences of chemically synthesized siRNA oligos (GenePharma, Shanghai, China) were as follows: scrambled siRNA, 5′-UUC UCC GAA CGU GUC ACG UTT-3′; GAPDH siRNA, 5′-UGA CCU CAA CUA CAU GGU UTT-3′. The knockdown effect was evaluated *via* western blotting, using anti-GAPDH (ab181602, Abcam) and anti-β-actin (ab8226, Abcam).

#### Functional Delivery of miRNAs *via* BM-EVs

To assess the regulation of eNOS by loaded miRNAs, HUVECs were seeded into 6-well plates and maintained in endothelial cell medium for 1 day. The cells were treated using BM-EVs transfected with agomiR-155-5p (duplex oligos sense, 5′-UUA AUG CUA AUC GUG AUA GGG GUU-3′, 5′-CCC CUA UCA CGA UUA GCA UUA AUU-3′), NC agomir (duplex oligos sense, 5′-UUC UCC GAA CGU GUC ACG UTT-3′, 5′-ACG UGA CAC GUU CGG AGA ATT-3′), antagomiR-155-5p (sense, 5′-AAC CCC UAU CAC GAU UAG CAU UAA-3′), and NC antagomir (sense, 5′-CAG UAC UUU UGU GUA GUA CAA-3′). The measurements of eNOS were performed using western blotting as described previously.

### Statistical Analysis

All quantitative variables were presented as mean ± standard deviation. Differences between two groups were determined using unpaired Student's *t*-test. Analysis of variance (ANOVA) was performed for an overall difference of multiple groups and, if significant, followed by Tukey's multiple comparisons between groups. The enriched pathways and potential functions of identified differentially expressed genes were analyzed using Kyoto Encyclopedia of Genes Genomes (KEGG) as well as Gene Ontology (GO). The significance level of enrichment was assessed by Fisher's exact test. Statistical analyses were performed using SAS^®^ software, version 9.4 (SAS Institute, Cary, NC, USA). *P*-values <0.05 were considered statistically significant.

## Results

### Isolation of BM-EVs

The isolation of BM-EVs from purchased bovine milk was implemented with a combination of acidification and salting-out effects (Figure 1). The protein and fat content of milk samples was 3.1% and below 0.3%, respectively. The precipitation of casein was performed with HCl to obtain the supernatant whey. Different amounts of ammonium sulfate were mixed with whey, which resulted in more pellets as the salt concentrations increased (Figure 2A). The SDS-PAGE analysis revealed that major non-EVs proteins of bovine milk were soluble in 10–50% ammonium sulfate and precipitated in the 60–90% saturation (Figures 2B,C). The purity of BM-EVs reached a peak in the pellets of 30% ammonium sulfate with a moderate yield, in contrast to an insignificant production in the supernatant of 60–90% ammonium sulfate (Figures 2D,E). The mean diameter of BM-EVs isolated from 10 to 50% saturation fluctuated between 100 nm and 150 nm (Figures 2F,I). In light of these findings, the pellets from 20–40% ammonium sulfate were further investigated to optimize the condition. The purity of BM-EVs isolated using 34% saturation was higher than the others and the yield began to grow from 26% (Figures 2G,H). As for the duration of salting out, BM-EVs were generally precipitated after 1 h, and the yield generally ranged from 50 and 100 μg/mL-whey within 12 h (Figures 2J–L). Therefore, 34% ammonium sulfate and 12-h salting-out were adopted in the following studies.

**Figure 1:**
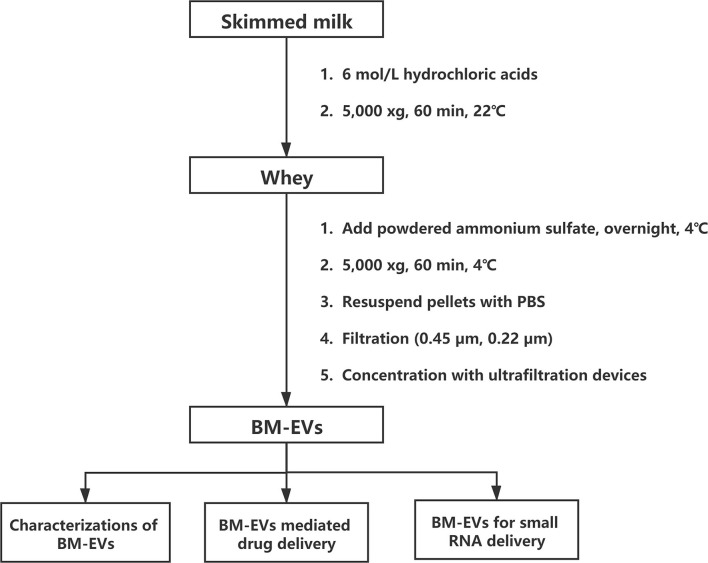
Flowchart of isolating BM-EVs with ammonium sulfate.

**Figure 2:**
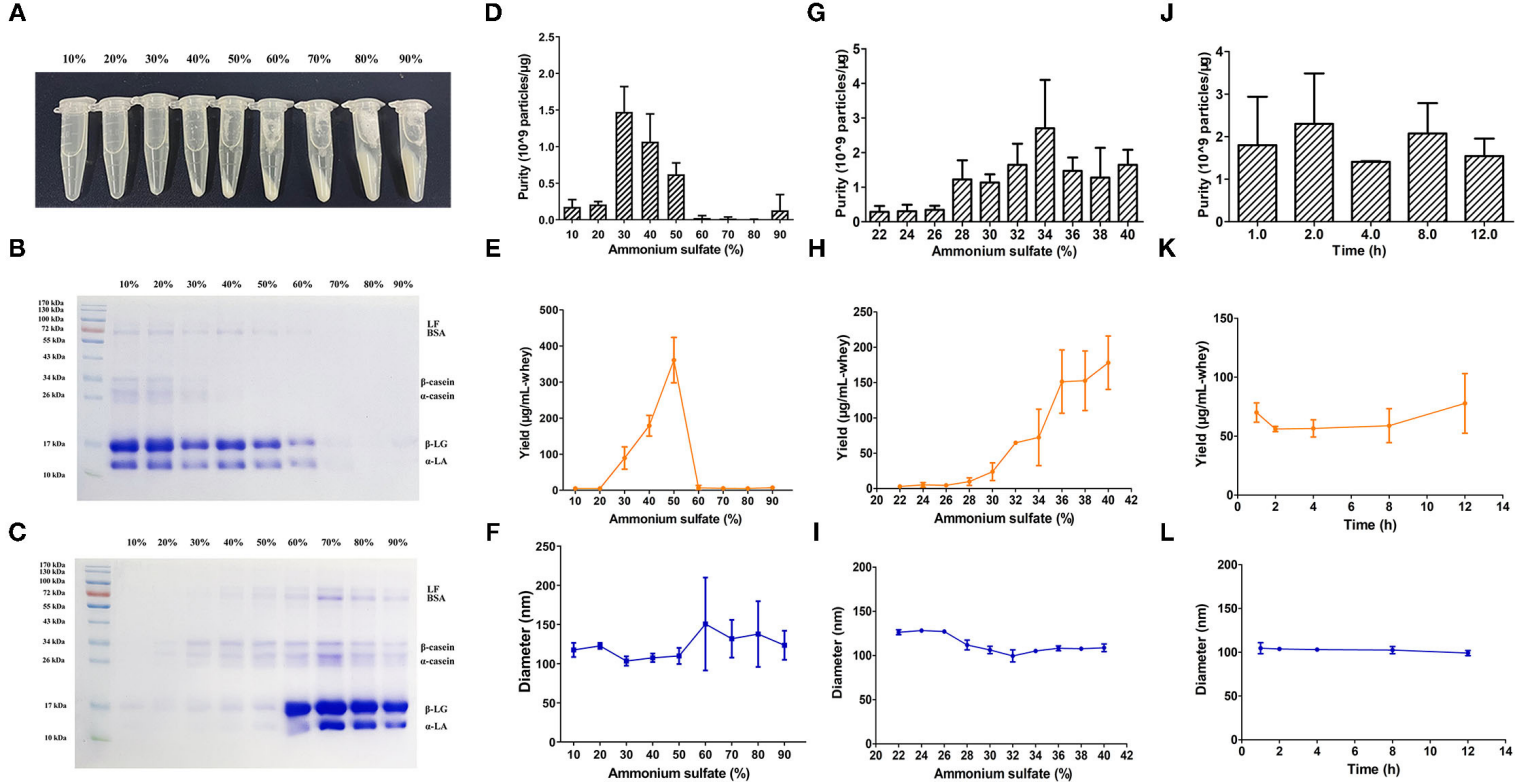
Isolation of BM-EVs *via* salting-out. **(A)** The precipitation of whey proteins was achieved with different saturation of ammonium sulfate. The SDS-PAGE of milk proteins in the supernatant **(B)** and the pellets **(C)** following the salting-out were visualized using an image scanner. BM-EVs separated from different saturation and duration were characterized by purity **(D,G,J)**, yield **(E,H,K)**, diameter **(F,I,L)**. Data were presented as mean ± standard deviation (*n* = 3). LF, lactoferrin; BSA, bovine serum albumin; β-LG, β-lactoglobulin; α-LA, α-lactalbumin.

### Characterizations of BM-EVs

Three milk samples of different expiration dates were used as biological replicates, and the mean particle/protein ratio was 1.68 ± 0.17 × 10^9^ particles/μg-protein with a yield of 61.105 ± 22.016 μg/mL-input skimmed milk (Table 1). The purity and yield of salting-out method were comparable to the BM-EVs isolated *via* ultracentrifugation (*P* > 0.05 for both), whereas ExoQuick alone failed to separate a relatively pure fraction of BM-EVs owing to protein contamination (*P* = 0.0009). The size distribution measured by NTA indicated that a homogeneous population of BM-EVs *via* different methods was largely 70–200 nm in diameter (Figures 3A–C). The surface morphology of BM-EVs separated *via* ultracentrifugation and salting-out showed a spherical shape with a diameter of ~100 nm while those isolated by ExoQuick did not have a “cup-shaped” appearance through the observation of TEM (Figures 3D–F). The BM-EVs separated from 30–50% saturation contained EVs marker proteins such as CD63, TSG101, and Hsp70, which also increased with the percentage saturation of ammonium sulfate (Figure 3G). The marker proteins of BM-EVs were verified with western blotting for CD63, TSG101, and Hsp70 (Figure 3H). Interestingly, CD63 was not enriched in BM-EVs isolated *via* ExoQuick. The endoplasmic reticulum marker Calnexin, as expected, was absent from the BM-EVs fraction (Figure 3H).

**Table 1:** Separation of BM-EVs *via* different isolation techniques.

	**Salting-out**	**Ultracentrifugation**	**ExoQuick**	***P*** **values**
Purity (10^9^ particles/μg)	1.677 ± 0.173	2.116 ± 0.561	0.124 ± 0.034	0.3219
				0.0033
				0.0009
Yield (μg/mL-input skimmed milk)	61.105 ± 22.016	51.909 ± 3.525	1,283.37 ± 6.635	0.6949
				<0.0001
				<0.0001
Particle yield (10^11^ particles/mL-input skimmed milk)	1.046 ± 0.466	1.086 ± 0.22	1.594 ± 0.442	0.9918
				0.2767
				0.3205
Diameter (nm)	97.833 ± 3.609	129.433 ± 4.179	139.033 ± 4.751	0.5391
				0.0219
				0.5391

*Data are presented as mean ± standard deviation (n = 3)*.

*P-values are listed in the following order from the top: salting-out vs. ultracentrifugation, salting-out vs. ExoQuick, and ultracentrifugation vs. ExoQuick*.

**Figure 3:**
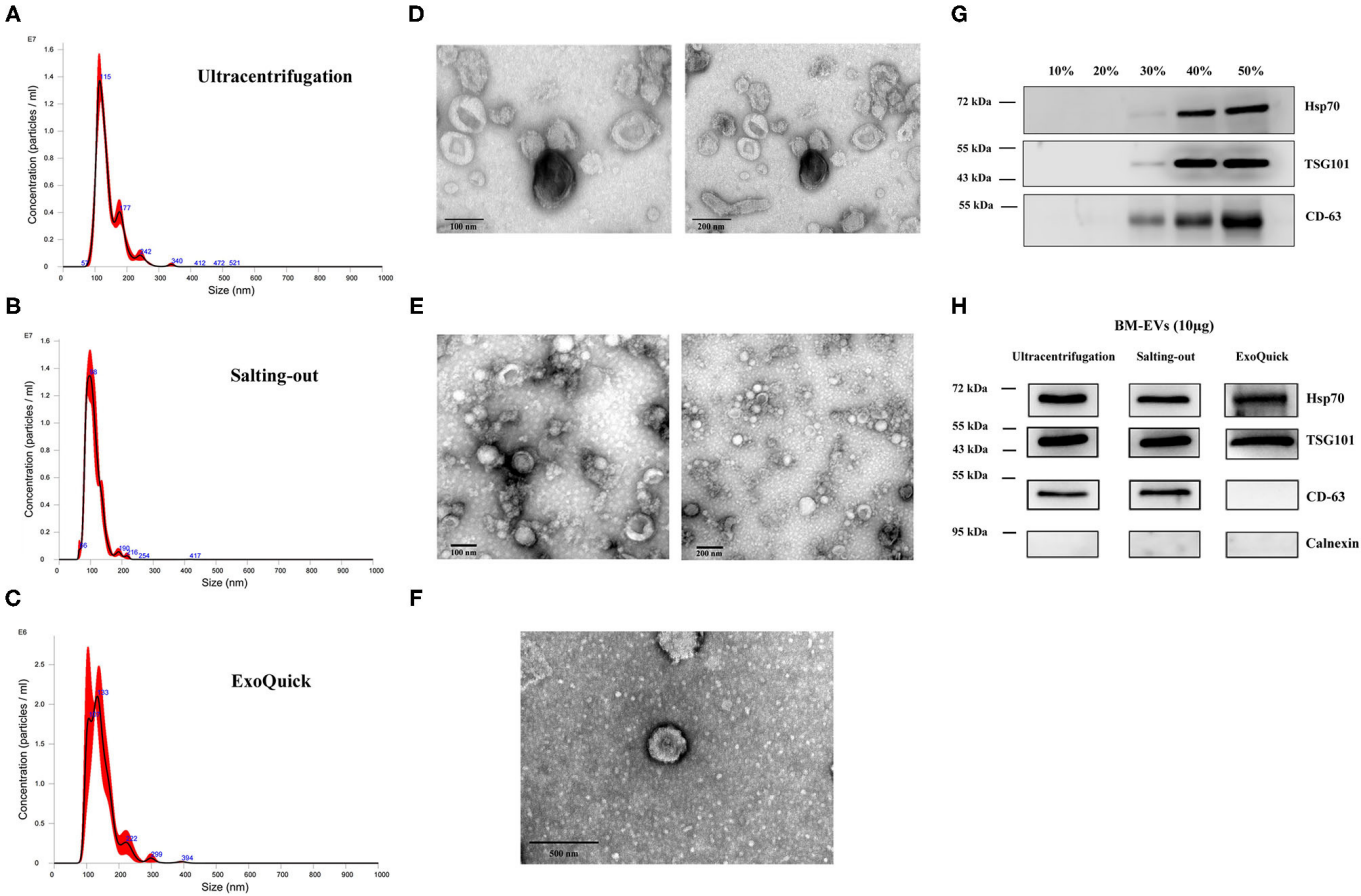
Characterization of BM-EVs. The size distribution of isolated BM-EVs was analyzed by nanoparticle tracking analysis **(A–C)**. Transmission electron microscopy observation of BM-EVs separated by three different methods **(D–F)**. The protein markers (CD63, TSG101, Hsp70) of BM-EVs using different saturation of ammonium sulfate **(G)**. Western blotting of BM-EVs isolated *via* salting-out, ultracentrifugation or ExoQuick method **(H)**.

The cellular uptake of BM-EVs was investigated *in vitro*, in which the concentrated fraction for BM-EVs was fluorescently labeled with the membrane dye CM-Dil. HUVECs were treated with CM-Dil labeled BM-EVs at various temperatures, doses, and duration. After co-incubation for 3 h at 37°C, an abundant signal of fluorescence was observed inside the cells while the negative controls showed no significant uptake (Figure 4A). Moreover, the cellular internalization was substantially inhibited at 4°C in contrast with 37°C, suggesting that an active and energy-dependent process was involved. Dose-dependent and time-dependent increases in BM-EVs uptake were observed until 80 μg/mL and 24 h (Figures 4B,C). The cytotoxic effect of BM-EVs or inhibitors (chlorpromazine hydrochloride, filipin complex, LY294002, dynasore) on HUVECs was compared with controls and the cell viability did not change significantly (*P* > 0.05 for both), nearly remaining at 100% (Figure 4D). To unravel the specific pathways behind it, several inhibitors were used to block endocytosis and phagocytosis, showing that the fluorescence decreased vs. 0.1% DMSO and depended on their concentrations (Figure 4E).

**Figure 4:**
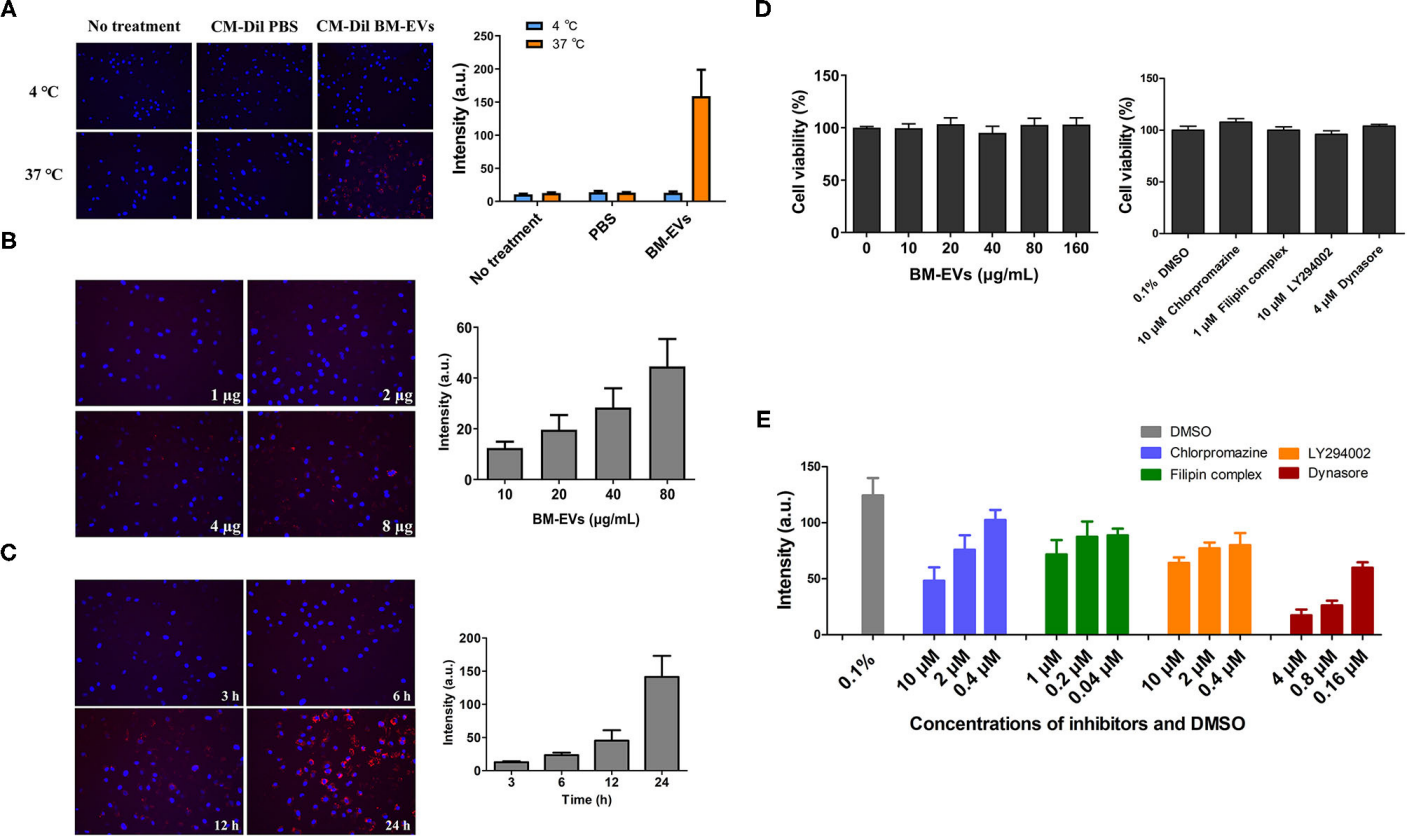
Cellular uptake and cytotoxicity of BM-EVs. **(A)** HUVECs were incubated with 20 μg CM-Dil labeled BM-EVs (red) at 37 or 4°C and monitored after 3 h. The cells were untreated or treated with CM-Dil PBS as a negative control. Nuclei were visualized by staining with DAPI (blue). Representative images are shown (left panel) and fluorescent intensity of CM-Dil labeled BM-EVs was quantified using Image-Pro Plus software (right panel; n = 3, mean ± standard deviation). **(B)** CM-Dil labeled BM-EVs at 0-80 μg/mL were added to HUVECs in a 96-well plate and monitored after 12 h (*n* = 3, mean ± standard deviation). **(C)** CM-Dil labeled BM-EVs were added at 80 μg/mL and monitored after 3, 6, 12, and 24 h (*n* = 3, mean ± standard deviation). **(D)** Cytotoxicity of BM-EVs (left panel) and inhibitors (right panel) *in vitro*: HUVECs were treated with BM-EVs or inhibitors for 12 h in a conventional incubator (*n* = 4, mean ± standard deviation). **(E)** The uptake of CM-Dil labeled BM-EVs (10 μg) was assessed after 12 h in the presence of 0.1% DMSO, chlorpromazine (hydrochloride), filipin complex, LY294002, and dynasore (*n* = 3, mean ± standard deviation). All images were observed using 200× fluorescence microscopy.

The proteome analysis of BM-EVs from three samples using LC-MS detected 579 proteins in total, some of which were EVs-associated markers and milk proteins (Table 2; Supplementary Table 1). These findings indicated that the membrane proteins of BM-EVs could be detected following acidification and salting-out processes. 

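Small RNA libraries were made from BM-EVs of skimmed bovine milk isolated by acidification and salting-out at 34% ammonium sulfate saturation for 12 h, with 100 ng of total RNA per library. There was 1 condition with 3 libraries, numbered 1 to 3 by the replicate in the sample labels, and no comparison group, so levels and their spread were described and no differential expression was tested. The paper's biological replicates for the isolated BM-EVs were 3 milk samples with different expiration dates, and which milk sample gave each library was not given in the sources used here. Each molecule carried a unique molecular index (UMI), so that PCR copies of a molecule are counted once. The authors trimmed adapters, removed low-quality reads, mapped the sequences to miRBase first and to Rfam second, and deposited the raw UMI counts per mature miRNA and per Rfam sequence. The genome build, the database versions, the number of mismatches, the use of strand and the treatment of reads with several matches were not given in the sources used here. The miRNA counts summed to 77225 UMIs in library 1, 373239 in library 2 and 102058 in library 3. The Rfam counts summed to 1013392, 1937450 and 863833 UMIs. Every listed entry had at least 11 UMIs in its library, so an unlisted entry had at most 10 UMIs there and is not known to be absent. It was entered as 0 in sums and means. The listed miRNA counts held 97.0%, 99.5% and 98.0% of the UMIs in the corresponding columns of Supplementary Table 2, and every listed miRNA count was equal to the count in that table. Shares were computed within each library and are given as mean ± standard deviation over the 3 libraries, which weights the libraries equally. Rfam family names were taken from Supplementary Table 3, of which 1605 of the 9855 rows were at hand, and these held 1530 of the 1631 Rfam sequences listed in any library and gave a family name for 1518 of them. Wilson 95% confidence intervals of a share cover counting error only. For every pair of libraries, the miRNA counts differed by more than counting noise, with a chi-square per degree of freedom of 9.68 for libraries 1 and 3, 36.5 for libraries 2 and 3 and 41.1 for libraries 1 and 2, so no pair was counted as a repeat deposit of 1 library. This check does not tell separate milk samples from separate preparations of 1 sample.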

Next-generation RNA sequencing was performed to catalog small RNAs from BM-EVs, showing an enrichment of small RNA molecules <200 nucleotides. Thousands of miRNAs were identified and the most abundantly expressed were let-7b, let-7a-5p, miR-148a, miR-3596, and miR-200c (Supplementary Table 2). 

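A few miRNAs held most of the miRNA molecules of BM-EVs. The let-7 family, known as regulators of cell differentiation, made up 45.3% ± 2.65 (SD, n = 3 libraries) of the miRNA UMIs, and all 9 members of the list were found in every library. Let-7b alone held 28.8% ± 2.11 and let-7a-5p held 9.60% ± 0.564, and they ranked the first and the second in each library. MiR-148a followed with 5.18% ± 0.533, miR-3596 with 4.91% ± 1.48, let-7c with 3.57% ± 0.255 and miR-200c with 3.33% ± 0.911. Within 2 pairs of neighbours the order was not the same in every library. MiR-148a was higher than miR-3596 in 2 of 3 libraries, and let-7c was higher than miR-200c in 2 of 3 (exact two-sided sign permutation test, p = 0.75 for both, where 3 libraries allow no p under 0.25). MiR-200c was the fifth and let-7c the sixth when miRNAs were ranked by mean raw UMIs or when library 1 was left out. The 5 miRNAs let-7b, let-7a-5p, miR-148a, miR-3596 and miR-200c together held 51.8% ± 3.86 of the miRNA UMIs, and the 20 most abundant miRNAs held 74.1% ± 5.98.

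**Figure D1:**
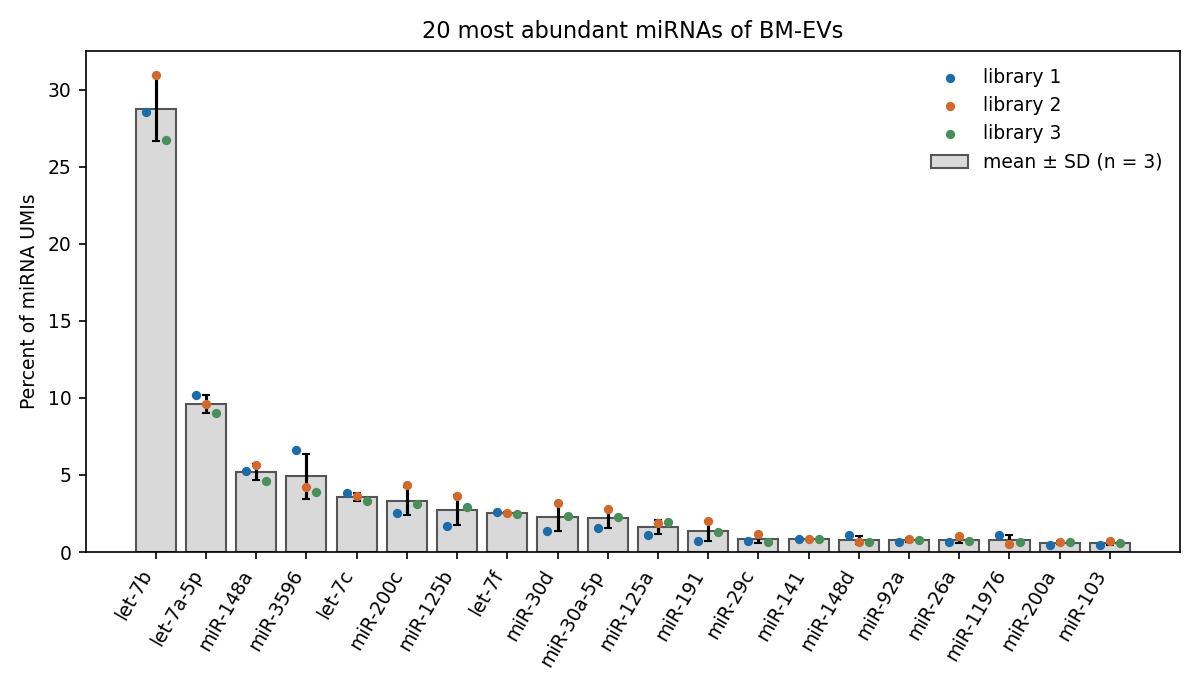
Share of the library's miRNA UMIs (percent, vertical axis) of the 20 miRNAs with the highest mean share, as bars of the mean with error bars of 1 SD (n = 3) and a point for each library. Let-7b lies between 26.8% and 31.0%, above let-7a-5p in every library.

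The miR-30 family held 4.75% ± 1.57, with 2.28% ± 0.914 for miR-30d and 2.19% ± 0.603 for miR-30a-5p. The miR-125, miR-99 and miR-100 clusters held 4.63% ± 1.44, led by miR-125b at 2.73% ± 0.977 and miR-125a at 1.64% ± 0.446. The miR-29 family held 1.25% ± 0.398, the miR-17/92 and related clusters 1.21% ± 0.152 with 10 of 13 members listed, and the miR-15/16 family 0.966% ± 0.160 with 4 of 7 members listed. The family of miR-148a, miR-148b and miR-152 held 5.25% ± 0.516, nearly all of it miR-148a. Let-7b lies on chromosome 5 from 117458611 to 117458632 on the plus strand in Supplementary Table 2, whose genome build is not given in the sources used here, and miR-3596 lies at the same positions on the minus strand. Since the use of strand in the counting was not given, the separate shares of let-7b and miR-3596 are uncertain. Let-7a-5p has 3 positions, on chromosomes 5, 8 and 15. MiR-148a lies on chromosome 4 from 70663600 to 70663621, and miR-148d (0.802% ± 0.267) overlaps it on the opposite strand. MiR-200c lies on chromosome 5 from 104150175 to 104150197, and its gene overlaps the long non-coding RNA LOC112446758 in the RefSeq annotation of ARS-UCD2.0. Near-identical members of the let-7 family may share UMIs, so their separate shares are uncertain. In all, 745 miRNAs were listed in at least 1 library, with 507, 622 and 628 in libraries 1, 2 and 3, and 435 were listed in every library. The number of miRNAs that made up 50% of the miRNA UMIs was 4, 4 and 6, and the number that made up 90% was 142, 50 and 176. After TMM scaling in edgeR, the common biological coefficient of variation of the 435 miRNAs between the libraries was 44.9%. It was 27.4% for the 28 miRNAs with at least 300 UMIs in every library, a minimum chosen after seeing the data. For the 435 miRNAs it was 30.6% without library 2, 46.1% without library 1 and 48.5% without library 3. Without TMM scaling it was 58.0%.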

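Summed over all sequences, tRNA and rRNA held most of the small RNA UMIs of BM-EVs. Of all miRNA and Rfam UMIs, tRNA made up 56.2% ± 8.44 (SD, n = 3 libraries), rRNA 30.4% ± 10.8 and miRNA 11.3% ± 4.58. The libraries differed in these shares by far more than their counting error. The tRNA share was 59.7%, 62.3% and 46.5% in libraries 1, 2 and 3, with a Wilson 95% confidence interval of 46.4 to 46.6% in library 3. The rRNA share was 31.6%, 19.1% and 40.6%, and the miRNA share was 7.08%, 16.2% and 10.6%. Small nuclear RNA, the RNA part of the spliceosome, made up 0.0832% ± 0.0143. Small nucleolar RNA, counted together with Cajal body RNA, made up 0.0655% ± 0.0522, with 0.126% in library 3 against 0.0387% and 0.0322% in libraries 1 and 2. Its mean without library 3 was 0.0354%. Of its 1214 UMIs in library 3, 472 were of the U2-30 family, named after its values were seen. That family had no listed count in libraries 1 and 2. All other named families made up 1.91% ± 0.453, and Rfam sequences without a family name in the rows at hand made up 0.0681% ± 0.0435, or 0.0430% without library 3. With each Rfam family cut to its highest sequence, while the UMIs of all listed miRNAs were kept, the shares were 53.0% for miRNA, 32.9% for rRNA and 11.5% for tRNA. The order of these biotypes was then the reverse of that from all UMIs. The higher miRNA share follows from the unequal counting. The tRNA family, with 919 listed sequences, was cut to its highest one, while rRNA kept the highest sequence of each of several families. The reversed order is therefore no measure of the order of the biotypes in BM-EVs.

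**Figure D2:**
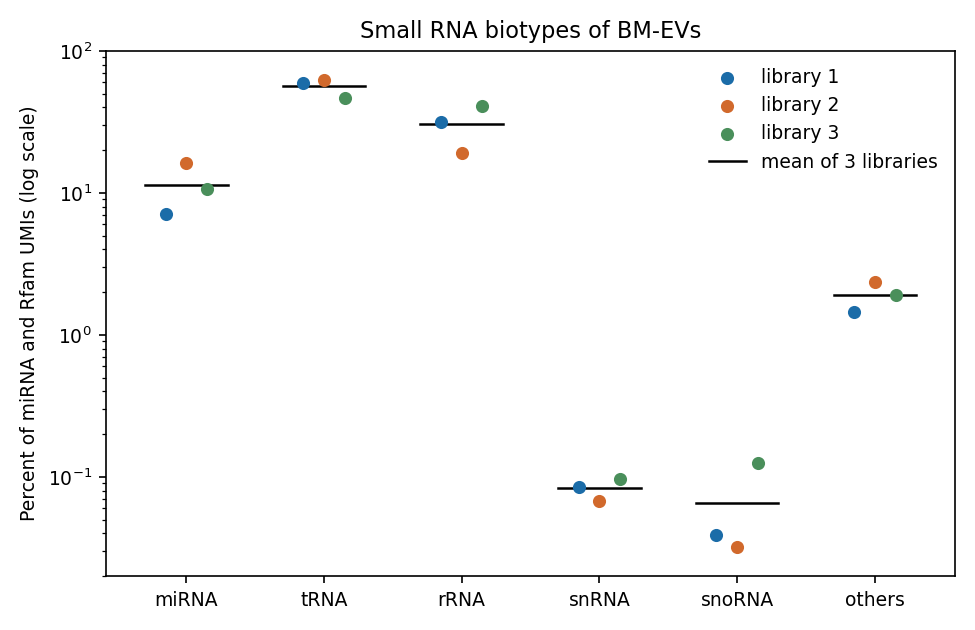
Share of all miRNA and Rfam UMIs (percent, log scale, vertical axis) of 6 small RNA biotypes, with a point for each library and a line at the mean of the 3 libraries. The means of snRNA and snoRNA lie at 0.0832% and 0.0655%, far below the 1.91% of the others.

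Among the Rfam families, the tRNA family had 919 listed sequences. The eukaryotic large subunit rRNA family held 11.4% ± 4.32 and the eukaryotic small subunit rRNA family 10.8% ± 3.97. Sequences named after archaeal large subunit rRNA held 3.66% ± 1.47, after microsporidial small subunit rRNA 1.91% ± 0.841 and after bacterial large subunit rRNA 0.778% ± 0.134. These names are the Rfam families of the matched sequences and do not identify the organism of the molecules, since rRNA families share conserved stretches. The 5.8S rRNA family held 1.17% ± 0.0352 and the 5S rRNA family 0.493% ± 0.328, or 0.303% without library 3. Y RNA, a small RNA bound by the Ro protein, held 1.40% ± 0.395, and the signal recognition particle RNA held 0.377% ± 0.0734. The single sequence with the highest mean share was named archaeal large subunit rRNA, lay on chromosome 2 from 66269475 to 66272552 in the coordinates of its sequence name, and held 2.41% ± 0.873, but it was the highest in library 3 only and held 1.96% without library 3. The next 4 were tRNA sequences on chromosomes 23, 3, 7 and 3, each with between 2.28% and 2.29% of the UMIs, and all 4 lay above it in libraries 1 and 2. These 4 sequences had 26410 to 26561 UMIs in library 1, so near-equal tRNA sequences may share UMIs and the tRNA share is uncertain to that extent. When sequences of a family with UMIs within 2% of each other in every library were counted once, a choice made after seeing the data, the tRNA share was 40.8%, the rRNA share 39.8% and the miRNA share 16.9%. All miRNA UMIs were kept in this setting, so the miRNA share could only rise.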

The percentage distribution of small RNA biotype counts was as follows: miRNA (12.97%), tRNA (62.93%), snoRNA (5.81%), rRNA (5.12%), snRNA (7.22%), and others (5.45%) (Supplementary Table 3). GO enrichment analysis revealed the potential functions of target miRNAs and proteins (Figures 5A,B). Notably, the terms related to EVs in the cellular component were significantly enriched, including extracellular region, vesicle, and endomembrane system. Meanwhile, miRNAs differentially enriched in BM-EVs were associated with biomolecule binding, immune system, and response to the stimulus. According to KEGG pathway analysis, target genes were mainly involved in cellular interaction and inflammation (Figures 5C,D).

**Table 2:** Summary of BM-EVs proteome profiling.

**Group**	**Family**	**Proteins**
EVs-associated proteins	Tetraspanins	CD9, CD63, CD81
	Multi-pass membrane proteins	CD47
	Heat shock proteins	HSP70 (HSPA1A, HSPA13, HSPA2), HSP90 (HSP90AA1, HSP90AB1), HSC70 (HSPA8)
	GPI-anchored 5' nucleotidase	NT5E
	Rab proteins	RAB18, RAB1B, RAB7A, RAB11B, RAB5C, etc.
	Annexins	Annexin A5, A1, A2, A4, A7, A11, A3
	Others	ADAM10, EPCAM, CHMP3, CHMP1B, FLOT1, RHOA, etc.
Milk proteins	Caseins	αS1, αS2, β, and κ casein
	Albumins	bovine serum albumin, α-lactalbumin
	Others	β-lactoglobulin, TGF-β, etc.
Others	lipoproteins	lipoprotein A-I, A-II, A-IV, C-II, C-III, C-IV, D, E

**Figure 5:**
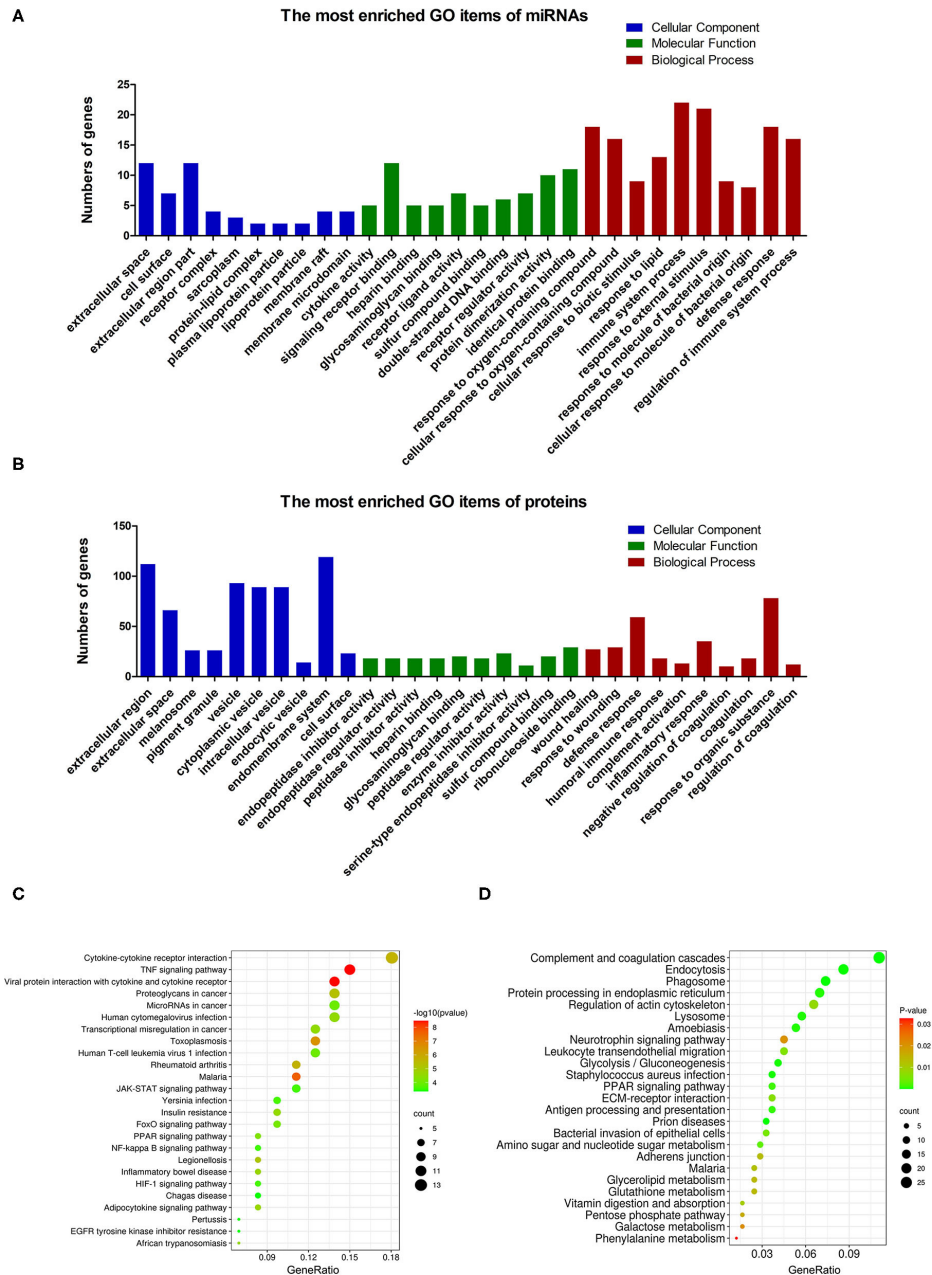
Bioinformatic analysis based on small RNA sequencing and proteomic profiling of BM-EVs. GO enrichment analysis of the differentially regulated microRNAs **(A)** and proteins **(B)** was performed. The enriched terms were ranked in ascending order of P-values from left to right, indicating that the P-value of the first column in each section was the minimum. The enriched KEGG pathways of the differentially regulated microRNAs **(C)** and proteins **(D)** were illustrated using a bubble plot.

### BM-EVs as Drug Delivery Vesicles

The BM-EVs-bound icariside II was formulated *via* incubation and sonication, both of which showed the same retention time in UPLC profiles (Figure 6A). According to the measurements, BM-EVs have significantly increased the amount of icariside II as compared with PBS, indicating that removal of free drug and formulation of drug-loaded BM-EVs were both accomplished (Figure 6B). Loading capacity and encapsulation efficiency of BM-EVs loaded with icariside II by incubation were 1.00 ± 0.58% and 1.38 ± 0.75%, respectively. Similarly, sonication led to the loading capacity of 0.93 ± 0.34% and the encapsulation efficiency of 1.34 ± 0.49%. The treatment of icariside II alone improved the expression of eNOS in the HUVECs at a concentration of 0.5 μM. Drug-loaded BM-EVs that encapsulated equivalent icariside II exhibited enhanced effects on up-regulating the levels of eNOS (*P* = 0.1529, Figures 6C,D). Measurements of intracellular NO revealed that the endothelial NO levels were fairly elevated using icariside II compared with PBS or BM-EVs (*P* = 0.0007). In addition, BM-EVs formulation showed increased efficacy as compared with icariside II alone (*P* = 0.0433, Figure 6E).

**Figure 6:**
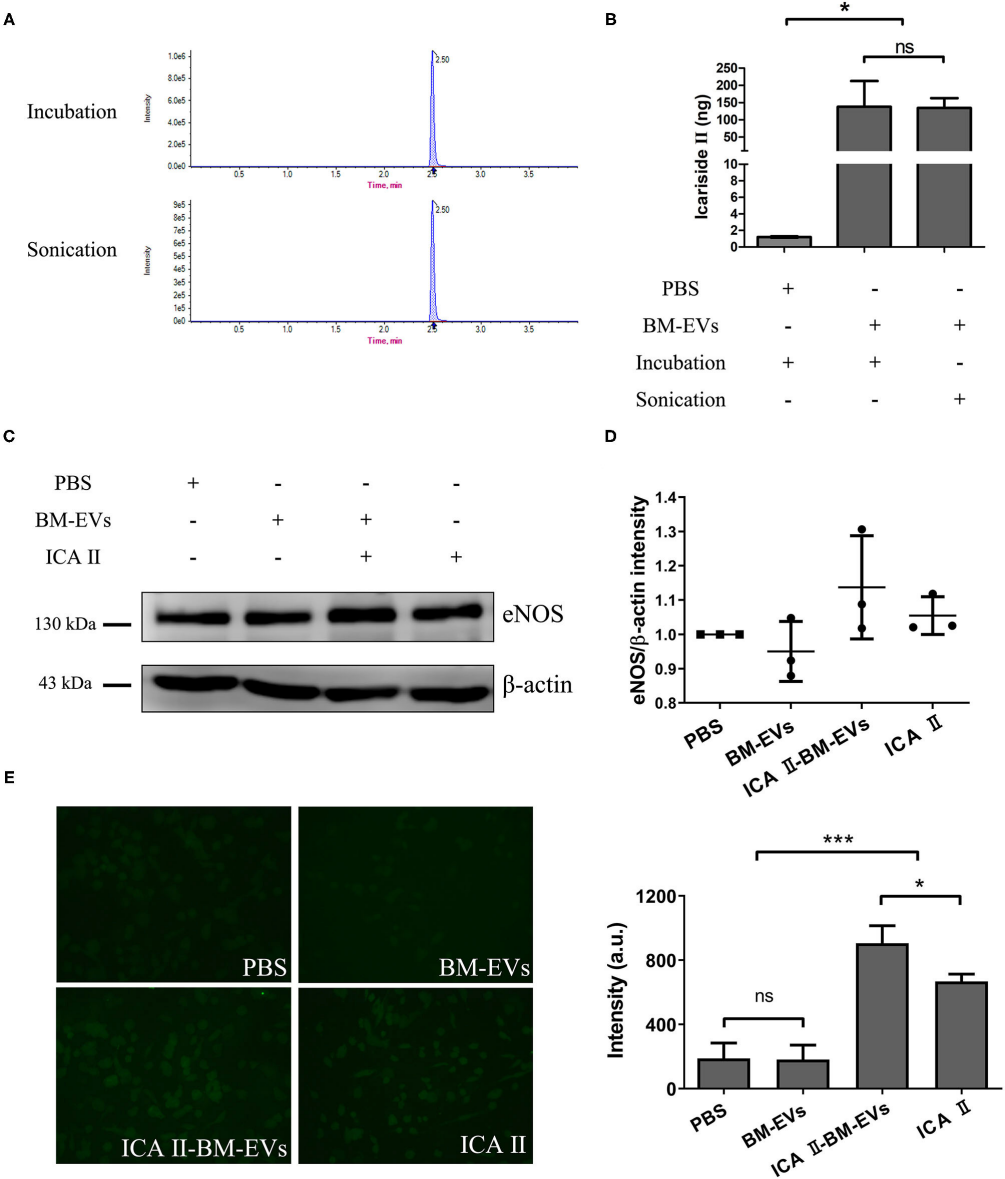
Drug encapsulation and functional delivery mediated by BM-EVs. **(A)** UPLC profile of ICA II loaded into BM-EVs *via* incubation or sonication. **(B)** After the initial mixture with 10 μg drug, the content of ICA II was determined *via* UPLC following the separation from free ICA II. **(C)** After 48-h incubation with ICA II-loaded BM-EVs or controls as indicated, the proteins of eNOS and β-actin in HUVECs were evaluated by western blotting. **(D)** The density in contrast to the PBS control was quantified using ImageJ software (*n* = 3, mean ± standard deviation). **(E)** Intracellular NO levels were determined using the probe DAF-FM DA in HUVECs treated with PBS, BM-EVs, ICA II, and ICA II-loaded BM-EVs. Representative images observed using a 200× fluorescence microscopy are shown (left panel) and fluorescent intensity was quantified (right panel; n = 3, mean ± standard deviation). ICA II, icariside II; ns, *P* > 0.05; *, *P* ≤ 0.05; ***, *P* ≤ 0.001.

Exogenous loading of small RNA cargo into BM-EVs was achieved by the chemical transfection agent, Exo-Fect. Compared with controls, BM-EVs treatment resulted in an increased signal of fluorescence, indicating a successful transfer of Cy3-labeled siRNA to HUVECs (*P* = 0.0003, Figures 7A,B). Delivery of siRNA targeted to GAPDH in the cells silenced the genes by nearly 30% vs. controls (*P* = 0.0213). On the other hand, PBS, BM-EVs, Exo-Fect, and scrambled siRNA had no significant effect on the GAPDH expression (Figure 7C). After 48-h treatment of BM-EVs loaded with agomiR-155-5p, the eNOS protein expression in HUVECs was reduced compared with negative controls, whereas those contained antagomiR-155-5p promoted the levels of eNOS (*P* = 0.0875, Figure 7D). Taken together, these data supported that BM-EVs isolated by ammonium sulfate hold therapeutic implications as potential vehicles for the delivery of therapeutically active molecules, including synthetic drugs, siRNAs, and miRNAs.

**Figure 7:**
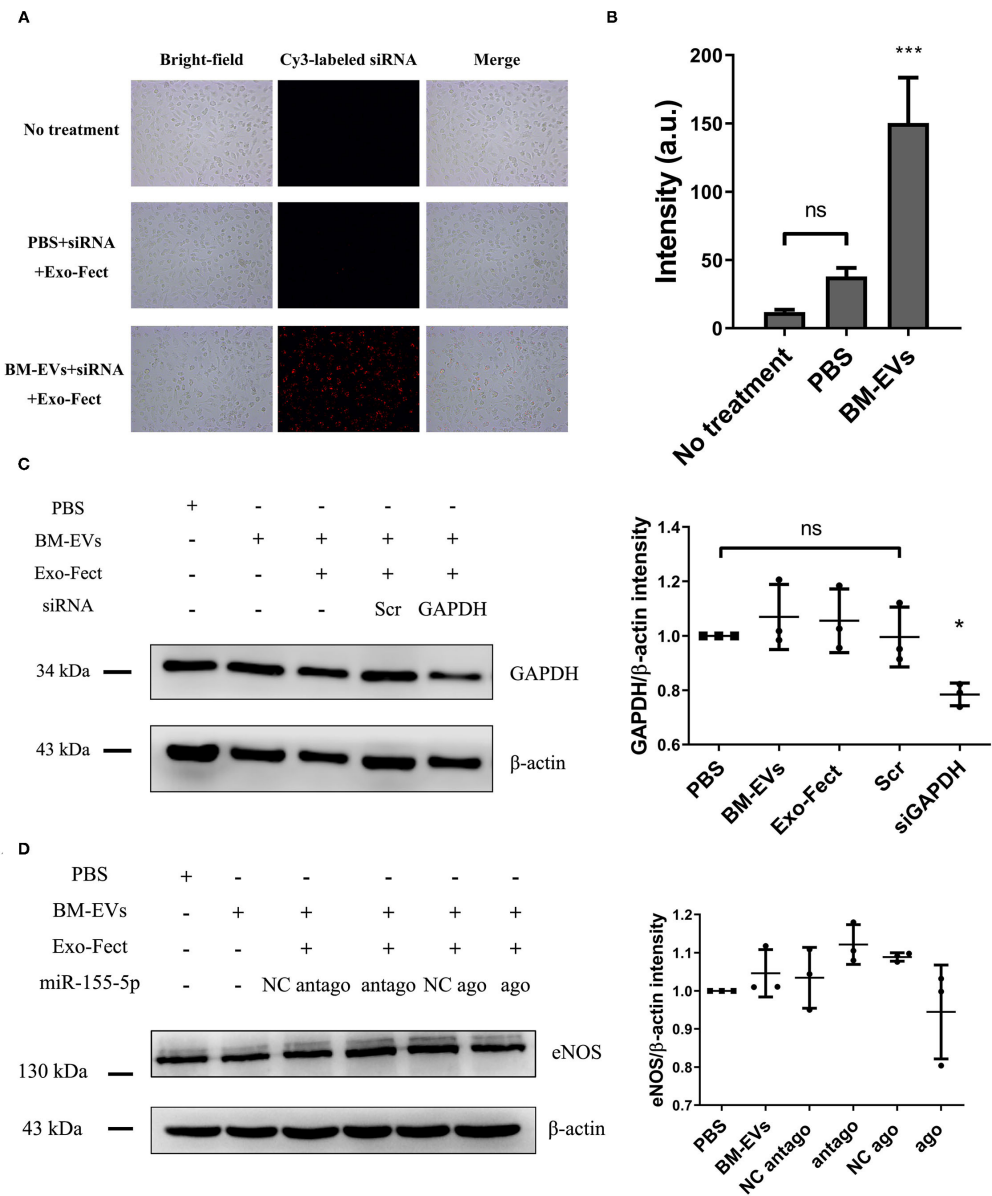
Loading of nucleic acid cargo into BM-EVs by Exo-Fect. **(A)** siRNA (Cy3-labeled transfection control) was loaded in BM-EVs (150–300 μg in 100 μL) by Exo-Fect, delivered to HUVECs, and visualized after 12 h transfection. Shown are the bright-field images (left panels), fluorescence images (middle panels), and merged images (right panels). **(B)** Fluorescent intensity of Cy3-labeled siRNA was quantified using Image-Pro Plus software. **(C)** After 48-h incubation with modified BM-EVs or controls as indicated, the proteins of β-actin and GAPDH in HUVECs were evaluated by western blotting (*n* = 3, mean ± standard deviation). **(D)** Levels of eNOS and β-actin were measured in HUVECs treated with BM-EVs containing agomiR-155-5p, antagomiR-155-5p and controls (*n* = 3, mean ± standard deviation). Scr, scrambled siRNA; NC, negative control; ago, agomiR-155-5p; antago, antagomiR-155-5p; ns, *P* > 0.05; *, *P* ≤ 0.05; ***, *P* ≤ 0.001.

## Discussion

We have described the development of a salting-out method to isolate BM-EVs from whey and provided preliminary evidence of their function as therapeutic carriers. The BM-EVs precipitated by ammonium sulfate have several characterizations that were consistent with previous knowledge, including nanoscale spherical shape, proteins, and nucleic acid cargo. The effects of acidification on BM-EVs and their resistance against digestion have been studied previously, suggesting that BM-EVs hold a stable property under harsh degrading conditions (20–22). In our study, BM-EVs in the solution of HCl and ammonium sulfate could be recovered using centrifugal ultrafiltration devices, which showed their ability to withstand high ionic strength as both chemicals are adequately soluble in water. The salting-out method had regular characterizations shared with ultracentrifugation, including protein markers, morphology, etc. Although ExoQuick has been a widely used kit in the field of EVs, it is not sufficient for BM-EVs separation in bovine milk owing to the precipitation of many contaminating proteins, especially caseins. We found that the BM-EVs isolated with 34% saturation have a relatively robust purity and yield as compared with ultracentrifugation. The specific ratios were both ~2 × 10^9^ particles/μg-protein and 70 μg/mL-whey. Moreover, the yield of BM-EVs has been obviously increased until 40% saturation, reaching 200 μg/mL-whey with a decent purity of 1 × 10^9^ particles/μg-protein. In our opinion, the majority of BM-EVs was precipitated between 30% and 40% saturation. The duration of salting-out process was also investigated in another independent experiment, ranging from 60 min to overnight. Normally, the saturated solution appears to be fully equilibrated in 1 h. The duration was prolonged in our study to investigate whether BM-EVs can remain active and functional for 12 h in the acidic and saline solution. This protocol was rather cost-effective and did not require specialized equipment. The major expenses were covered for ultrafiltration centrifugal filters instead of ultracentrifugation devices, SEC columns, or commercially available kits. Differential centrifugation followed by density gradient ultracentrifugation has been another efficient procedure to isolate milk EVs (23). Compared with ultracentrifugation, an additional density gradient step can further increase the purity. More research is needed to testify whether this separation strategy can be helpful to optimize the salting-out method.

We observed the uptake and biocompatibility of BM-EVs in HUVECs. HUVECs are primary cells isolated from the vein of the umbilical cord, serving as a model system for studies of the function and pathology of endothelial cells, such as cardiovascular disorders, tumor-associated angiogenesis, oxidative stress, and erectile dysfunction. First, low temperature apparently reduced the uptake of BM-EVs, showing that energy-dependent endocytosis pathways were likely to be involved in the internalization of BM-EVs. Second, a dose- and time-dependent uptake of BM-EVs was observed with no cytotoxicity, even at a higher concentration. Similar patterns of BM-EVs uptake have been reported in Raw264.7 cells and cancer cells (11, 13). The main routes and mechanisms of EVs uptake have been well studied and characterized, including membrane fusion, phagocytosis, macropinocytosis, endocytosis (24). In particular, endocytosis consists of clathrin-mediated endocytosis, caveolin-dependent endocytosis, and lipid raft-mediated endocytosis. Many molecular inhibitors appear to reduce EVs uptake, normally used to demonstrate the routes through which recipient cells internalize EVs. In our study, the uptake of BM-EVs was partially inhibited by different concentrations of chlorpromazine, dynasore, LY294002, filipin, which blocked endocytosis and phagocytosis. These findings support that the uptake and underlying mechanisms of BM-EVs separated by ammonium sulfate were in accordance with previous research.

The proteome profiling and small RNA sequencing have further shed light on the integral constituents of BM-EVs isolated by the salting-out method. The proteomic analysis has revealed that the BM-EVs contain tetraspanins, annexins, heat shock proteins, and other EV markers. The presence of milk proteins such as casein, lactalbumin, lactoglobulin, lactoferrin, and TGF-β has also been detected. Several proteomic studies for BM-EVs have been performed and there is hardly a discrepancy as compared with our findings (11, 15). Meanwhile, profiling of small RNAs and miRNAs in BM-EVs was also similar to previous reports (25, 26). GO term and KEGG pathway enrichment analysis showed that differentially expressed miRNAs and proteins in BM-EVs were related to response to the stimulus, cancer, immunity, and metabolism-associated pathways, which was consistent with current evidence of many pathophysiological processes regulated by BM-EVs (27).

Icariin is a principal bioactive compound extracted from traditional Chinese medicine *Epimedium brevicornum*, having a variety of pharmacological effects that could be used for the treatment of erectile dysfunction, neurodegenerative disease, and cardiovascular disorders (28, 29). One of its metabolites, icariside II, has been found to inhibit phosphodiesterase-5, regulate the expression of eNOS, and enhance the production of NO (30, 31). However, several obstacles restrict its further clinical translation, including poor aqueous solubility, low membrane permeability, and obvious efflux from cells. Synthetic micelles for encapsulation and delivery of icariside II have provided a rationale to address these issues (32, 33). EVs have promising potentials as nano-sized drug delivery systems due to their natural origin and high biocompatibility, which can increase drug efficacy and minimize off-target side effects. It has been analyzed that drug release from BM-EVs could be controlled over a period of 24–48 h, implying that drugs can efficiently reach the target with longer circulation time and higher stability (13). The incorporation of drug molecules into EVs may be influenced by loading methods, drug properties, and EVs/drug proportion (34). It has been reported that sonication has been a more efficient procedure as compared with incubation and electroporation (35). Although icariside II was successfully loaded into BM-EVs in our study, loading capacity and encapsulation efficiency were both merely about 1% *via* incubation or sonication. In our analysis, the fluidity of membranes was not investigated because a longer duration of restoration was used compared with Kim et al. (35). They demonstrated significant decreases in membrane microviscosity upon sonication and a complete restoration of membrane microviscosity after a 1-h incubation at 37°C. To date, many studies applied BM-EVs as a novel drug delivery system, using curcumin, paclitaxel, docetaxel, celastrol, etc. Different loading methods and parameters have a considerable effect on drug incorporation into EVs, resulting in variable outcomes (34). We argue that the properties of icariside II and specific procedure details may impact the efficiency of encapsulation. Though the up-regulation of eNOS by icariside II and drug-loaded BM-EVs was not of statistical significance, endothelial NO was significantly elevated. The inconsistent results may be attributed to the semi-quantitative data measured by western blot and fluorescence images. Further optimization of encapsulation methods and application of other bioactive agents are required to explore the role of BM-EVs in drug delivery systems.

At present, increasing attention has been focused on the applications of EVs as vehicles to deliver RNA therapeutics such as siRNAs, miRNAs, and mRNAs (36). For instance, EVs derived from normal fibroblast-like mesenchymal cells, electroporated with siRNA targeting oncogenic mutant KrasG12D, demonstrated cancer growth suppression and increased survival in several mouse models of pancreatic cancer (37). It has also been shown that BM-EVs are a favorable nano-carrier for the siRNA delivery against multiple cancer cells (12). As an essential regulator of eNOS and NO, miR-155 may play an important role in endothelial dysfunction, and inhibition of its expression could be a new therapeutic approach (38). In our study, the protein expression of eNOS and GAPDH was possibly regulated by BM-EVs transfected with miR-155-5p and siRNA targeting GAPDH, respectively. The difference of statistical significance probably resulted from the subjective quantification of western blot. Successful loading of siRNA or miRNA into BM-EVs was achieved using Exo-Fect, which is another strong evidence that BM-EVs precipitated by ammonium sulfate have functional potential to transfer therapeutic entities. Moreover, BM-EVs can be further engineered to obtain a desired trait. Del Pozo-Acebo et al. reported that BM-EVs could be used as potential nanocarriers for RNA-based therapy with a biological effect through the modulation of gene expression (39). It is acknowledged that bioengineered EVs can express specific surface molecules and bind therapeutic RNA, making them an encouraging membrane platform in the future (6).

Several principle limitations of our study are noteworthy. First, the release profile of BM-EVs loaded with icariside II was not determined. Nonetheless, the drug release studies may not necessarily reflect the actual drug release from EVs since drug molecules are likely to adhere to the surface of EVs (40). Second, lack of direct comparisons with other loading techniques would make it difficult to optimize current protocols. Third, ammonium sulfate may impact the components within EVs, restricting the scope of clinical application to a certain extent. Moreover, the functions of engineered BM-EVs warrant more evidence to maximize the potential efficacy. The ideal separation method needs to achieve high throughput while ensuring high purity and low damage. Obviously, current strategies are unlikely to reach this goal. From our perspective, ultracentrifugation, also known as differential centrifugation, is still preferred at present, and the salting-out method can provide an additional option in EVs research. Further efforts are required to address these problems, offering valuable insights into this potent candidate for translation from the bench to the bedside.

In summary, we developed a novel procedure to isolate BM-EVs using the salting-out effect of ammonium sulfate and validated their function as therapeutic delivery vehicles. Although existing research has obtained inspiring findings, our understanding of the underlying mechanisms still remains in its infancy. Hopefully, collaboration among cell biologists, physicians, and biopharmaceutical companies in a complementary manner will render BM-EVs another weapon to the armory for combating diseases.

## Data Availability Statement

Data are available on reasonable request. All data generated or analyzed during this study are included in this published article and its supplementary information files. The raw mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD028095. RNA-Seq data have been available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE183175.

## Ethics Statement

Ethical approval was waived since this article does not contain any studies with human participants or animals.

## Author Contributions

R-LG and X-SL: conception and design. Z-CX, L-QZ, and X-SL: administrative support. X-HT, T-GN, W-PS, Y-YG, S-JG, and Y-MY: collection and assembly of data. X-HT, DF, and Y-DX: data analysis, interpretation, and manuscript writing. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

Supported by the National Natural Science Foundation of China (Grant No. 81971379) and Beijing Natural Science Foundation (Grant No. L182004).

## Conflict of Interest

R-LG has patent pending to China National Intellectual Property Administration. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ANOVA: analysis of variance
CCK-8: cell counting kit-8
DAF-FM DA, 3-amino, 4-aminomethyl-2', 7'-difluorescein: diacetate
DAPI, 4': 6-diamidino-2-phenylindole
DMSO: dimethyl sulfoxide
eNOS: endothelial nitric oxide synthase
EVs: extracellular vesicles
BM-EVs: bovine milk-derived extracellular vesicles
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GO: gene ontology
HCl: hydrochloric acids
HUVECs: human umbilical vein endothelial cells
KEGG: Kyoto encyclopedia of genes genomes
LC: liquid chromatography
MS: mass spectrometry
miRNA: microRNA
NO: nitric oxide
NTA: nanoparticle tracking analysis
PBS: phosphate-buffered saline
siRNA: small interfering RNA
SDS-PAGE: sodium dodecyl sulfate-polyacrylamide gel electrophoresis
SEC: size-exclusion chromatography
TEM: transmission electron microscopy
UPLC: ultra performance liquid chromatography.

How the deposited data were processed for this re-analysis (not part of the article)

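Small RNA from BM-EVs of skimmed bovine milk, isolated via salting-out, was sequenced in 3 libraries of 1 condition. The authors built the libraries with a miRNA kit that adds unique molecular indices, and mapped the trimmed sequences to miRBase and then to Rfam. The submitters' processing notes name FastQC, cutadapt 2.7 and Bowtie 1.2.2. The authors deposited raw UMI counts, without normalization, in 2 tables per library, one per mature miRNA and one per Rfam sequence. Libraries were mapped to replicates by the sample labels only.

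The miRNA counts summed to 77225, 373239 and 102058 UMIs and the Rfam counts to 1013392, 1937450 and 863833 UMIs in libraries 1, 2 and 3. The lowest count in every table was 11. The first plan of the re-analysis, not of the paper, called a miRNA detected from 1 UMI, which the deposited counts do not allow. The listed miRNAs (at least 11 UMIs) are therefore the main value, and the number from 1 UMI was taken from Supplementary Table 2 as an alternative. A listed miRNA at 11 UMIs has a share whose counting error is large, while the shares of the most abundant miRNAs have Wilson 95% intervals under 1 percentage point wide. The SD between libraries is wider than the counting error for let-7b, and narrower than the interval of library 1 for let-7f and miR-141.

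Shares of miRNAs, of 15 miRNA lists and of small RNA biotypes were computed per library and averaged over the 3 libraries. Biotypes were assigned from the Rfam family names of Supplementary Table 3. The copy at hand holds 1605 rows, and 8250 rows are left out, so no overlap or enrichment test was run on it. The Rfam sequences that have no row in it, 19, 21 and 61 in libraries 1, 2 and 3, held 254, 248 and 767 UMIs and were kept, with 12 sequences that have a row but no family name there, in a class without a name. Pairs of miRNAs on opposite strands of the same position were found from the coordinates of Supplementary Table 2. The spread between libraries was estimated as the common dispersion of edgeR 4.0.16 with an intercept-only design and TMM scaling, over the 435 miRNAs listed in every library. In counts simulated for these miRNAs with a biological coefficient of variation of 0.2 and 0.5, the estimates were 0.196 and 0.511. Each was a single draw with the same mean shares in every library and the same dispersion for every miRNA. The simulation therefore did not check the TMM scaling or a spread that changes with abundance. DESeq2 1.42.0 size factors were used as another scaling. The work used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

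With 1 condition and 3 libraries, no group was compared, and a sign permutation test within libraries cannot give a two-sided p under 0.25. The named miRNAs are the 5 that the paper names, the 20 with the highest mean share, 2 to 4 members of each list by mean share, miR-155, and members of opposite-strand pairs whose sense miRNA has a mean of at least 100 UMIs. The 10 Rfam families and the 5 Rfam sequences with the highest mean share are named as well. This rule, the lists, the tests and the alternatives, except for those said to be chosen later, were fixed before the deposited tables were opened, but the values of Supplementary Tables 2 and 3 had been seen, and the listed counts are equal to those of Supplementary Table 2. The alternatives were other detection minimums, pooled UMIs, other denominators and scalings, other class borders, other ways to add up Rfam sequences, and leaving out each library. Counting sequences of identical reference sequence once was not run, as no reference genome was used here. Targets, GO terms and KEGG pathways of the miRNAs were not analysed here, nor were the proteome, uptake and delivery experiments.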

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

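All tests in this part were chosen after the results had been seen. Groups of 3 libraries are too small for a test of a library that stands apart, and no control libraries were used. Several RNAs whose levels the paper's text does not give were above the counting floor. Y RNA held 1.40% of all UMIs, signal recognition particle RNA 0.377% and vault RNA, named after its values were seen, 0.0451% in the mean of the 3 libraries. MiR-155, which the paper loads into BM-EVs, held 0.0493% of the miRNA UMIs of BM-EVs that had not been loaded. The leukocyte list held 0.414% of the miRNA UMIs and miR-148d held 0.802%.

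Few-UMI miRNAs and abundant miRNAs differed in their ratio between libraries 2 and 1. Library 2 had 2.12 times as many UMIs in all as library 1, and 4.83 times as many miRNA UMIs, so the abundant miRNAs lay above the ratio of all UMIs and the few-UMI miRNAs below it. The 12 miRNAs with at least 1000 UMIs in library 3 had 5.45 times as many UMIs in library 2 as in library 1, and without these 12 the highest group, 23 miRNAs with 300 to 999 UMIs, had 4.94 times as many. The 743 miRNAs with under 30 UMIs in library 3 had 1.60 times as many (95% bootstrap interval 1.48 to 1.73) in Supplementary Table 2, which includes counts under 11, and this argues against the listing minimum as the source. At 11 to 29 UMIs the ratio was 1.67 (1.503 to 1.843) for miRNAs and 1.75 (1.563 to 1.942) for Rfam sequences other than tRNA, while tRNA sequences in this range had 2.12 (1.900 to 2.338). The intervals of miRNAs and tRNA sequences did not overlap, but this cannot decide on matches of tRNA alone to miRBase entries. The bootstrap treated sequences as independent, although near-equal tRNA sequences may share UMIs, so the tRNA interval may be too narrow. The difference also rests on library 2: the ratio of library 3 to library 1 did not separate these groups, at 1.25 (1.143 to 1.359) for miRNAs, 1.30 (1.167 to 1.449) for Rfam sequences other than tRNA and 1.16 (1.039 to 1.301) for tRNA sequences. The Rfam sequences compared were those in the rows of Supplementary Table 3 at hand, which lack 61 of those listed in library 3, with 767 UMIs. Of the sequences listed in libraries 1 and 2, these rows lack 19 and 21, so the loss is not even between libraries. The Rfam ratios are incomplete to that extent and may be biased by it. Summed over all its listed sequences, rRNA had 1.28 times as many UMIs in library 2 as in library 1, below the interval of the miRNAs. Summed in the same way, tRNA had 2.21 times as many, above it. These sums rest mostly on abundant sequences, and a mixture of RNAs was not tested, so they cannot decide. Matches of tRNA alone and matches of RNA other than tRNA are candidate explanations that stay open. No biological explanation was tested, since there was 1 condition.

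Antisense partners of abundant miRNAs were counted at a fraction of the sense miRNA. The ratio of miR-3596 to let-7b was 0.231, 0.137 and 0.145 in libraries 1, 2 and 3, that of miR-148d to miR-148a 0.211, 0.117 and 0.137, and that of miR-26c to miR-26a 0.321, 0.164 and 0.195. The miRNA with more UMIs was called the sense one, so a ratio under 1 is given by the naming, but the highest ratio, 0.321, lies below 1 by far more than counting error, which argues against an even random split between the strands. Within a library the ratio differed between the 3 pairs by at most 1.52-fold, while the sense UMIs differed by at least 30.1-fold, so UMIs of the sense miRNA counted on the opposite strand are a candidate explanation for these 3 pairs. It is not a single ratio for all pairs: of 13 pairs with a sense mean of 10 to 99 UMIs, 6 had a ratio in library 2 above the 0.164 of miR-26c beyond the Wilson 95% interval, such as miR-148c to miR-152 with 52 to 82 UMIs, named after its values were seen. Transcription of the opposite strand was not tested.

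Groups of tRNA sequences had near-equal UMIs. Sequences with at least 5000 UMIs in library 2, a minimum picked after the ratios below had been seen, were grouped where neighbours lay within 1% there, which gave 4 groups with 32 sequences, and the ratio of variance to mean within groups was then taken in libraries 1 and 3. It was 0.581 (95% interval 0.414 to 0.874), and gaps of 0.5% and 2% gave 0.552 and 0.569, while with a minimum of 1000 UMIs it was 19.7, and the cause of that rise was not tested. Counting each UMI at every matching sequence would give 0 for identical sequences, and giving it to a single one at random would give 1. In simulated counts for these groups, single random assignment reached the observed ratio or less in 8 of 1000 draws. Placing each of 4 reads of a UMI, an assumed number, at random before UMIs were counted gave 0.663 (95% of draws between 0.435 and 0.962), with 33 of 100 draws at or under the observed ratio, so this scheme stays open as well. The first 2 schemes cannot be excluded, the first because no genome was used to find identical sequences, and the second because the upper bound of 0.874 rests on the minimum of 5000 UMIs. No biological explanation was tested.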

How the results depend on the processing

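The settings with at least 30 or 300 UMIs in every library and the single counting of near-equal sequences were chosen after seeing the data. No paired analysis was possible because the libraries form 1 group. Against 745 listed miRNAs, 466 had at least 10 UMIs in every library in Supplementary Table 2, where 774 had them in at least 1 library, so the demand for every library lowered the number. At least 30 UMIs in every library left 188, and 1 UMI in at least 1 library gave 1027. Of all miRNA and Rfam UMIs, the paper's 5 miRNAs held 5.87% and the let-7 family 5.14%, since the denominator is larger. Divided by library totals scaled with TMM or DESeq2 size factors, the UMIs of the 5 gave a mean of 57.6%. This is not a share of the miRNA UMIs, since the scaled totals differ from the summed UMIs (TMM factor 0.561 in library 2). A share within a library does not change with scaling. By number of sequences, the shares were miRNA 31.6%, tRNA 40.8%, rRNA 16.7%, snRNA 2.73%, snoRNA 1.79% and others 4.18%. With each Rfam family counted once and all miRNA UMIs kept, they were miRNA 53.0%, tRNA 11.5%, snRNA 0.0532% and snoRNA 0.172%. With 7SK RNA as snRNA, the snRNA share was 0.103%. With near-equal sequences of a family counted once and all miRNA UMIs kept, miRNA was 16.9%, tRNA 40.8% and snRNA 0.122%. With sense miRNAs from 10 UMIs (16 pairs), the median antisense ratio was 0.341. The coefficient of variation, 44.9%, was 58.0% without TMM and 27.4% for 28 miRNAs with at least 300 UMIs, and ranged from 30.6% (without library 2) to 48.5% when 1 library was left out. For the coefficient of variation and the antisense ratio, the cause was not tested. Leaving out sequences with under 10 UMIs moved no biotype share, as the lowest count is 11, and leaving out miRNAs with under 10 UMIs in any library moved the 5 miRNAs from 51.8% to 52.6%. Of the other values, for single miRNAs and lists, 194 stayed within 1 SD and 47 did not, 34 of these with the larger denominator and 13 with TMM or DESeq2 scaling. These counts do not measure robustness. Leaving out 1 of 3 libraries, or pooling UMIs at these library totals, cannot move a mean by 1 SD. All 35 values in each of these settings therefore stayed by construction, and the larger denominator lowers every share. Depth limits the miRNAs with few UMIs, and those under 11 UMIs have no deposited count.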

Differences from the paper's values

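The paper gives 5.12% of small RNA biotype counts for rRNA, and the deposited counts gave 30.4%. It gives 7.22% for snRNA, against 0.0832% here, and 5.81% for snoRNA, against 0.0655% here. Its value for others is 5.45%, and the value here was 1.91%. For rRNA, snRNA and snoRNA, none of the alternatives set before the deposited tables were opened came within 1.5 times or 1 SD of the paper's value: pooled UMIs, number of sequences, each family once, rows from 10 UMIs, other class borders and leaving out each library. Not all of these could change the values. Rows from 10 UMIs left every share as it was, since the lowest count is 11. The other class borders left rRNA at 30.4% and snoRNA at 0.0655%. By number of sequences rRNA, snRNA and snoRNA were 16.7%, 2.73% and 1.79%, nearer to the paper's values. Only listed sequences were counted there, while Supplementary Table 3 has 9855 rows, so counting all of its rows was not tested. For others, the number of sequences (4.18%) lay within 1.5 times of the paper's 5.45%, and the rest came within neither 1.5 times nor 1 SD of it. For miRNA the paper's 12.97% lay within 1.5 times of the 11.3% here, and for tRNA its 62.93% within 1.5 times of 56.2%. By number of sequences (miRNA 31.6%, tRNA 40.8%) and with each family once (miRNA 53.0%, tRNA 11.5%), both lay farther from the paper's values than 1.5 times and 1 SD. The paper states no method for its percentages in its text.

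The number of identified miRNAs that the paper states in words is above the numbers found here. The deposited counts listed 745 miRNAs with at least 11 UMIs in at least 1 library, and Supplementary Table 2 of the paper has 1027 miRNA names in 1143 rows. The paper names let-7b, let-7a-5p, miR-148a, miR-3596 and miR-200c as the most abundant, and by mean share 4 of them were among the 5 highest, with let-7c as the fifth (3.57%) and miR-200c as the sixth (3.33%). All 5 were reached with mean raw UMIs and without library 1.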

Other observations

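MiRNAs of epithelial cells were the most abundant of the cell-type lists. All 9 members of the epithelial list were listed, and together they held 5.45% ± 1.09 (SD, n = 3) of the miRNA UMIs, with miR-200c at 3.33% ± 0.911, miR-141 at 0.840% ± 0.0203 and miR-200a at 0.593% ± 0.0974. The leukocyte list had 8 of 8 members listed and held 0.414% ± 0.0909, led by miR-342 (0.133% ± 0.0170) and miR-223 (0.131% ± 0.00437), a miRNA of the myeloid lineage. The erythrocyte list had 1 of 3 members listed, miR-486, at 0.0242% ± 0.0124, and miR-451 and miR-144 were under 11 UMIs in every library.

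MiRNAs of other tissues lay below the epithelial and leukocyte lists. The neuronal list held 0.0570% ± 0.0320 with 5 of 7 members listed, the mesenchymal and endothelial list 0.0555% ± 0.0308 with 4 of 7, and the striated muscle list 0.0455% ± 0.0283 with 5 of 7. The lists differ in size, and these rest on few UMIs. In libraries 1, 2 and 3 the neuronal list had 72, 122 and 46 UMIs and the striated muscle list 37, 60 and 74. For miRNAs with few UMIs, matches of other RNA to miRBase entries stay open. MiR-122, the only member of the liver list, held 0.00814% ± 0.0102, with 18 and 20 UMIs in libraries 2 and 3 and no listed count in library 1. Its share was 0.00241% without library 3 and 0.0122% without library 1. None of the 5 miRNAs of the embryonic stem cell list was listed. Members that are unlisted in a library have at most 10 UMIs there. MiR-155 had 37, 117 and 70 UMIs in libraries 1, 2 and 3, a share of 0.0493% ± 0.0187. Its position is on chromosome 1 from 10259297 to 10259319 in Supplementary Table 2, and no other gene of the RefSeq annotation of ARS-UCD2.0 overlaps it.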
